A study of Mus musculus with 8 samples.

How the data were processed

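Chromatin accessibility was measured in single nuclei from 4 regions of the wild-type mouse embryonic forebrain: the cortex (CTX) and the medial (MGE), lateral (LGE) and caudal (CGE) ganglionic eminences, the ventral structures referred to jointly as GE. Each region had 2 samples, numbered replicate 1 and replicate 2 by their titles. The labels give embryonic day 12.5 for 7 samples and day 14.5 for CTX replicate 2. The CTX group therefore holds 1 sample of each age, and the difference between its 2 samples contains any difference of age.

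For each of the 8 samples the authors deposited a list of peaks, a matrix of raw counts per peak and nuclear barcode, and a matrix of raw counts per transcription factor motif and barcode. The header of each peak matrix gives software version 1.2.0. The labels describe libraries made with a droplet kit for single-nucleus ATAC-seq, and the aligner is not given in the sources used here. The peak lists differ between samples, so the authors called peaks separately in each. The deposited peak counts were mostly even numbers, as counting both ends of a fragment gives. The deposited motif counts cover 579 motifs with JASPAR-type identifiers, the same in every sample. The barcodes had already been filtered by a rule not given in the sources used here, and all 39253 were kept.

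The genome build was inferred to be GRCm38 (mm10). Peaks lay within the GRCm38 lengths on all 21 standard chromosomes, while the last peak on chromosome 1 ended beyond the GRCm39 length and the last on chromosome Y beyond the mm9 length. Between 61.0% and 64.1% of transcription start sites lay in a peak, against 5.51% to 8.58% of the same positions shifted by 10000 bp. Genes were the 21938 protein-coding genes of GENCODE release M21, with 54361 transcription start sites. Coordinates are 1-based.

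Peaks of the 8 samples were merged where they overlapped, and counts were summed over nuclei per sample, since nuclei of a library are not replicates. The main test used the 68274 merged regions with a peak in all 8 samples. A gene's count in a sample was the sum over that sample's peaks overlapping the gene body or the 2000 bp upstream. Such sums grow with the length called as peak, so covered lengths and CPM per covered kilobase are given with gene ratios, and values with a covered-length offset with region ratios. For genes the covered length is that of the whole peaks counted, including any part outside the gene. A peak overlapping several genes was counted for each of them, and genes sharing peaks are named as such. CPM values for regions are relative to counts in the tested regions, and for genes relative to counts assigned to genes.

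Regions, motifs and genes were each tested with edgeR 4.0.16 in R 4.3.3, using glmQLFit and glmQLFTest with TMM scaling and filterByExpr. A single model held the 8 samples as 4 groups of 2, so that all groups shared an estimate of the spread. The 4 contrasts were CTX against the mean of the other 3 regions, MGE against LGE, MGE against CGE, and LGE against CGE. A call is a Benjamini-Hochberg adjusted p of 0.05 or less over all features of that family. Log2 folds are given with the standard error (SE) implied by the test. Similarity of peak sets was the Jaccard index in bp, the mean of the 4 same-region pairs minus the mean of the 24 other pairs, with an exact one-sided permutation over the 105 ways to pair 8 samples.

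Nuclei of all samples were clustered together on the 68274 regions, with TF-IDF weights scaled by 10000, 30 latent semantic indexing components without the first, 20 nearest neighbours and Leiden clustering at resolution 0.5. Python 3.11.15 with scikit-learn 1.9.0 and leidenalg 0.10.2 was used. Class names rest on fixed marker lists for progenitor, GABAergic, glutamatergic, endothelial, microglial, mural or mesenchymal, and erythroid cells. A list needed at least 3 markers with a mean of 10 CPM or more and a log2 fold above 0.5 over the other nuclei, with 5 CPM added to each side. A mean log2 fold of at least 0.25 over the list was required too, and no other list could have more markers raised or more among the 10 genes with the largest fold. The marker lists were fixed, but this scoring rule was set after clusters and shares had been seen. No mural-like cluster met it. Of the microglial and erythroid lists 2 and 1 markers reached 10 CPM, so these 2 classes could not be named by this rule, whatever the nuclei. No doublet caller removed nuclei in the main results; simulated doublets scored each nucleus for an alternative. Shares of nuclei were compared between CTX and GE with an exact two-sided permutation over the 28 choices of 2 of 8 samples. Intervals on shares are exact Clopper-Pearson intervals at 95% and cover counting error only.

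The groups, tests, contrasts, marker lists and the rule for naming features were fixed before the data were examined. For each contrast the rule names the 2 regions with the largest fold in each direction among called regions whose groups do not overlap in CPM. It names the 3 called motifs with the largest fold in each direction plus the 23 motifs of a fixed list that the table holds. It names the 2 called genes with the largest fold in each direction plus a list of 23 genes.

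The test was tried on simulated counts drawn from the real means and library sizes, with the spreads estimated from all 8 samples. Of 100 regions changed 4-fold, 42.0% were recovered for CTX against GE and 19.0% for MGE against LGE among 68274 regions. At 2-fold these were 5.00% and 0%. Of 100 genes changed 4-fold, 91.0% and 75.0% were recovered among 17357 genes. Of 30 motifs changed 1.5-fold, 66.7% and 46.7% were recovered among 579 motifs, with 4 and 1 false calls.

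The alternatives were DESeq2 1.42.0 with a Wald test, its size factors in edgeR, no filter on low counts, regions with a peak in at least 2 samples, an offset for covered length, nuclei with a count in place of counts, autosomes alone, peaks within 1000 bp of a start site for genes, limma 3.58.1 or total counts as library size for motifs, the replicate number as a block, and leaving out each sample. For the clusters they were resolution 1, 20 components, a filter on depth and a filter on doublet scores. Fits of the 6 GE samples alone, offsets for GC content, separate scaling near start sites and a naming rule without the minimum mean fold were added after the data had been seen. No reads were realigned and no fragments were re-counted, since only processed files were used.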

Results

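Single-nucleus ATAC-seq profiles were available for 39253 nuclei from 8 wild-type samples, 2 each from CTX, MGE, LGE and CGE. All samples were labelled E12.5 except CTX replicate 2, labelled E14.5. CTX replicate 1 held 4108 nuclei with 138873845 counts in peaks and CTX replicate 2 held 4946 nuclei with 90206914. MGE replicates 1 and 2 held 6845 and 3465 nuclei with 138789944 and 77387940 counts. LGE replicates 1 and 2 held 6577 and 4769 nuclei with 123925674 and 80488152 counts. CGE replicates 1 and 2 held 4013 and 4530 nuclei with 87330827 and 87733388 counts. The median count per nucleus lay between 14584 in LGE replicate 2 and 22209.5 in CTX replicate 1.

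The number of peaks ran from 103633 in LGE replicate 1 to 182638 in CGE replicate 2, and their summed length from 87.2 to 168 Mb. Merging gave 292495 regions, of which 105984 had a peak in a single sample and 68274 in all 8. The latter had a median width of 1533 bp and held 77.8% of the counts in CTX replicate 1 and up to 95.1% in MGE replicate 1. Counts in promoter peaks made up 39.0% of the total in CTX replicate 1, 46.7% in CTX replicate 2 and 48.6% to 55.1% in the GE samples. The share of matrix entries with an odd count was 9.54% to 10.4% in the 4 replicate 1 samples and 5.17% to 5.85% in the 4 replicate 2 samples. Each of these batches holds 1 sample per region, so no within-batch value of a regional difference has a replicate, but the regions are balanced over the batches.

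The similarity of peak sets addresses whether samples of a region share more open chromatin than samples of different regions. The mean Jaccard index was 0.653 for the 4 same-region pairs and 0.571 for the 24 other pairs, a difference of 0.0816. The exact one-sided permutation p was 0.00952, the smallest that 105 pairings can give. Leaving out CGE replicate 2 lowered the difference to 0.0608 with an exact p of 0.0667, and the other 7 samples left out in turn gave p values of 0.0476 or less. The pairs differed in closeness: the index was 0.513 for CTX, 0.670 for MGE, 0.705 for LGE and 0.723 for CGE. Both CTX samples overlapped more with CGE replicate 1, at 0.528 and 0.573, than with each other. LGE replicate 2 and CGE replicate 1 were also nearest to each other, at 0.730, so 4 of the 8 samples had their own region as nearest neighbour.

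**Figure D1:**
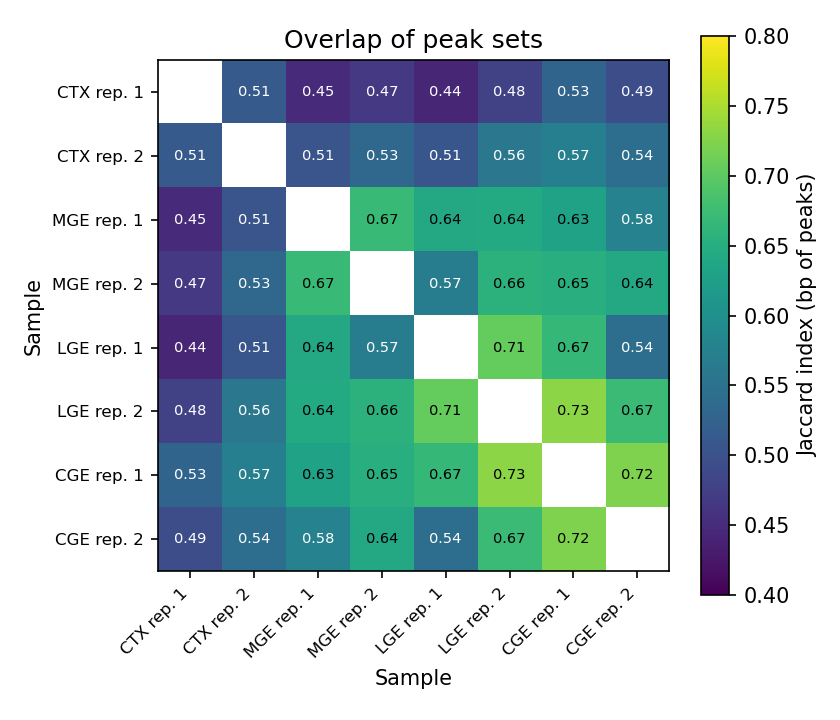
Jaccard index (shared bp over all bp of peaks) for each pair of the 8 samples, with samples on both axes and colour giving the index. Pairs of different regions run from 0.444 to 0.730, and the CTX pair at 0.513 lies inside that range.

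Counts summed per sample showed the same order among pairs. Across the 68274 regions, which are not independent replicates, the log2 CPM of the 2 samples correlated at 0.783 in CTX, 0.932 in MGE, 0.941 in LGE and 0.964 in CGE. The first principal component held 38.4% of the variance and placed both CTX samples apart from the 6 GE samples. The second, with 21.5%, placed the 2 CTX samples at opposite ends.

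The contrast of CTX with the GE regions asks which chromatin separates dorsal from ventral forebrain. In edgeR's quasi-likelihood test 10160 of 68274 regions were called, 6479 higher in CTX and 3681 lower, so 63.8% were higher. The unadjusted p was under 0.05 for 19308 regions. The model uses a spread shared by all groups, but the 2 CTX samples differed more than the GE pairs. The SD of the log2 ratio within a pair was 1.26 in CTX, 0.730 in MGE, 0.640 in LGE and 0.469 in CGE. The shared spread may thus be too small for CTX, and the calls of this contrast too many. Among those called higher, 5249 had CPM values that did not overlap between groups, as did 3574 of those called lower. Promoters made up 5.28% of the regions higher in CTX and 8.45% of those lower, against 22.5% of all regions tested. DESeq2 called 15778 regions, and an offset for the length of each region covered by the sample's own peaks gave 6260 regions, of which 5283 were among the 10160. The count was 16555 without CTX replicate 1 and 17986 without CTX replicate 2. It was 5898 without MGE replicate 1, 5812 without LGE replicate 1, 5350 without LGE replicate 2, 5445 without CGE replicate 1 and 4274 without CGE replicate 2. Without MGE replicate 2 it was 7317.

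The region with the largest fold higher in CTX lay on chromosome 7 at 80148850 to 80150762, intergenic and 34414 bp from the nearest start site, that of Idh2. It had 17.5 ± 10.6 CPM (SD, n = 2) in CTX and 0.581 ± 0.460 (n = 6) in GE, a log2 fold of 5.53 (SE 0.40, edgeR adjusted p 0.00222). The next lay on chromosome 14 at 65374619 to 65377195, over the promoter of Zfp395, with 14.6 ± 6.38 CPM in CTX and 1.26 ± 1.09 in GE, a log2 fold of 5.31 (SE 0.34, adjusted p 0.00222). This fold averages the 3 GE regions on the log scale and so rests on LGE, with 1 and 2 counts over 6 and 3 bp of peak, more than the means do. Peaks covered 1723 and 1570 bp of the first region in the 2 CTX samples but 74 to 614 bp in the GE samples, and with the covered-length offset its log2 fold was 2.60 (adjusted p 0.00271). For the second region this offset gave 1.21 (adjusted p 0.0471). Lower in CTX were an intronic region of Trabd2b on chromosome 4 at 114495926 to 114496508 and an intronic region of Rptor on chromosome 11 at 119666486 to 119667059. The CTX samples had 2 and 0 counts in the former and 1 and 0 in the latter. The GE to CTX ratios of library-scaled counts were 191 (95% counting interval 52.8 to 1580) and 208 (37.1 to 8209), with edgeR adjusted p values of 0.00286 and 0.0103. Such intervals take each count as independent and are too narrow where both ends of a fragment were counted. In the Trabd2b region the CTX peaks covered 4 and 2 bp, and under the covered-length offset neither of these regions was called, with adjusted p values of 0.959 and 0.382. The ratios of both therefore contain where peak boundaries were drawn.

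The contrasts among the eminences ask which chromatin separates the 3 ventral regions from each other. Between MGE and LGE edgeR called 474 regions, 141 higher in MGE and 333 lower, with an unadjusted p under 0.05 for 9215. Between MGE and CGE it called 222 regions, 34 higher in MGE and 188 lower, with 8839 under an unadjusted 0.05. Between LGE and CGE edgeR called 0 regions, with 3264 under an unadjusted 0.05, while DESeq2 called 417. The CPM values of the groups did not overlap in any of the 474 or 222 regions. These counts rested on the samples in the shared model. Without CTX replicate 1 they were 7036 for MGE against LGE and 6186 for MGE against CGE, and without CTX replicate 2 they were 6891 and 6057. Without MGE replicate 1, MGE replicate 2, LGE replicate 1, LGE replicate 2, CGE replicate 1 or CGE replicate 2 both counts were 0. A fit of the 6 GE samples alone, chosen after the data had been seen, called 7269, 6421 and 2 regions in the 3 contrasts, with 8247 regions under an unadjusted 0.05 for LGE against CGE.

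The covered-length offset also changed the direction of calls among the eminences. For MGE against CGE it gave 45 calls with 48.9% higher in MGE, against 15.3% higher without it, and for MGE against LGE 288 calls with 12.2% higher, against 29.7%. The offset shifted the median log2 fold of all regions to 0.25 for LGE against CGE, -0.16 for MGE against LGE and 0.10 for MGE against CGE. An offset for GC content, chosen after the data had been seen, gave 792 calls with 42.9% higher in MGE for MGE against LGE and 323 calls with 33.1% higher for MGE against CGE. Scaling regions near and far from a start site separately, also chosen after the data had been seen, gave 181 and 14 calls, and none of the 4 regions named below for MGE against CGE was called.

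Higher in MGE than in LGE with the largest folds were the Zfp395 promoter region on chromosome 14 and an intergenic region on chromosome 5 at 138929836 to 138930458, 64806 bp from the start site of Pdgfa. LGE replicates 1 and 2 had 1 and 2 counts in the former and 2 and 1 in the latter. The MGE to LGE ratios were 152 (95% counting interval 51.6 to 738) and 90.9 (30.8 to 443), with edgeR adjusted p values of 0.0207 and 0.0298. LGE peaks covered 6 and 3 bp of the former and 4 bp of the latter in each sample, and with the covered-length offset both folds changed sign, to -0.14 and -0.57 on the log2 scale, and were not called. Lower in MGE was an intergenic region on chromosome 12 at 80070352 to 80071554, 42041 bp from the start site of Zfp36l1, with 0.826 ± 0.0865 CPM (SD, n = 2) in MGE and 19.3 ± 0.381 (n = 2) in LGE. Its log2 fold was -4.51 (SE 0.33, adjusted p 0.0159), and -2.72 (adjusted p 0.0199) with the covered-length offset. An exonic region of Agps on chromosome 2 at 75890706 to 75892460 had a log2 fold of -4.69 (SE 0.53, adjusted p 0.0303), and -1.11 (adjusted p 0.452) with that offset.

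Between MGE and CGE the largest folds higher in MGE were in an exonic region of Garnl3 on chromosome 2 at 33053404 to 33054978, with 27.8 ± 6.81 CPM (SD, n = 2) against 2.27 ± 0.601 (n = 2), and in an intergenic region on chromosome 9 at 47876153 to 47878437, with 18.6 ± 1.74 against 1.84 ± 0.501 CPM. The log2 folds were 3.69 (SE 0.41, edgeR adjusted p 0.0370) and 3.40 (SE 0.42, adjusted p 0.0392). With the covered-length offset they were 2.39 (adjusted p 0.0423) and 1.99 (adjusted p 0.0546). Lower in MGE were an intronic region of Cacng2 on chromosome 15 at 78081408 to 78083890, with a log2 fold of -4.46 (SE 0.49, adjusted p 0.0369), and an exonic region of Pdlim3 on chromosome 8 at 45908160 to 45909214, with -4.32 (SE 0.44, adjusted p 0.0342). The offset gave -0.52 (adjusted p 0.789) and -1.53 (adjusted p 0.130). With the replicate number as a block, all 8 regions named among the eminences lost their calls. None of the 8 regions named among the eminences stayed called when any of the 6 GE samples was left out, with adjusted p values of 0.0726 to 0.263 for MGE against LGE and 0.0737 to 0.325 for MGE against CGE.

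Motif counts ask whether binding sites of transcription factors are more or less represented in open chromatin. Of 579 motifs edgeR called 0 in each of the 4 contrasts. The unadjusted p was under 0.05 for 126 motifs in CTX against GE, 29 in MGE against LGE, 12 in MGE against CGE and 57 in LGE against CGE. The smallest adjusted p values were 0.0632, 0.740, 0.962 and 0.232 in that order. DESeq2 called 82, 8, 4 and 4 motifs, and limma called 0 in each. Leaving out CTX replicate 2 gave 5 calls in CTX against GE. Leaving out LGE replicate 2 gave 5 calls in MGE against LGE and 6 in LGE against CGE, and leaving out MGE replicate 2 gave 1 call in each contrast among the eminences.

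For the fixed list of motifs, 0 of 23 were called over all motifs in any contrast. In CTX against GE 8 had an unadjusted p under 0.05 and 5 were called when adjusted over the list alone. These were NEUROD2 at a log2 fold of 0.53 (SE 0.11, edgeR adjusted p over all motifs 0.0821), LHX2 at 0.42 (SE 0.07, 0.0632), DLX6 at 0.34 (SE 0.09, 0.126), EMX1 at 0.28 (SE 0.06, 0.0907) and Dlx2 at 0.22 (SE 0.05, 0.0907), each higher in CTX. DESeq2 called the same 5 among the 23. LHX2 had 769 ± 40.0 CPM (SD, n = 2) in CTX and 586 ± 46.1 (n = 6) in GE, with both CTX samples above every GE sample. NEUROD2 stood at 424 CPM in CTX replicate 1 and 334 in CTX replicate 2, the latter below MGE replicate 1 at 347. DLX6 overlapped too, with 8001 CPM in CTX replicate 2 and 8387 in CGE replicate 1, while EMX1 and Dlx2 did not. The Dlx1 motif of the list had a log2 fold of 0.12 (SE 0.12, edgeR adjusted p 0.614). Motif counts do not show which factor binds. Likeness between motif sequences was not examined, so the 5 are not taken as independent. CTCF had a log2 fold of -0.17 (SE 0.06, adjusted p 0.208). In the 3 contrasts among the eminences 0 were called when adjusted over the list alone, with 3, 2 and 2 under an unadjusted 0.05. With total counts as the library size the median log2 fold of all motifs moved to 0.21 for MGE against LGE and -0.17 for LGE against CGE.

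At the level of genes, 17357 genes entered the test. In CTX against GE edgeR called 782, 633 higher in CTX and 149 lower, with 3198 under an unadjusted 0.05. DESeq2 called 2595, and peaks within 1000 bp of a start site gave 162 calls, 66.7% of them higher in CTX against 80.9% for gene bodies. The count was 230 without CGE replicate 2, 411 without CGE replicate 1, 342 without LGE replicate 1, 352 without LGE replicate 2, 399 without MGE replicate 1 and 1834 without CTX replicate 2, while it was 656 and 756 without CTX replicate 1 and MGE replicate 2. Of the 782 genes 55 had no peak in at least 1 sample, and the 4 with the largest folds were among these. Mia had 79.5 and 113 CPM in CTX, all in peaks shared with Rab4b and Gm21983, and was listed at 0 in each GE sample except MGE replicate 2 at 0.599. Krtap11-1 had 23.1 and 0.420 CPM in CTX replicates 1 and 2 and was listed at 0 in GE. It kept its call without CTX replicate 2 and lost it when any of the other 7 samples was left out, with an adjusted p of 0.616 without CTX replicate 1. Siglecf and Npc1l1 were listed at 0 in both CTX samples against 2.84 ± 0.640 and 2.60 ± 2.65 CPM (SD, n = 6) in GE. Siglecf was not called without CGE replicate 2 (edgeR adjusted p 0.0520), nor Npc1l1 without CGE replicate 2 (0.0549) or MGE replicate 1 (0.0680). No fold is given for these 4, because a 0 here means that no peak was called over the gene. For Npc1l1 in CTX replicate 2 it means instead that a peak of 14 bp held no count. With peaks near start sites alone Mia (adjusted p 0.169) and Krtap11-1 (0.0894) were not called.

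In the fixed list of 23 genes, 10 were called in CTX against GE over all genes, 16 when adjusted over the list alone, and 17 had an unadjusted p under 0.05. Emx1, on chromosome 6 at 85187438 to 85204462, had 147 ± 36.4 CPM (SD, n = 2) in CTX and 45.01 ± 7.41 (n = 6) in GE, a log2 fold of 1.80 (SE 0.19, edgeR adjusted p 0.00791). Up to 19.9% of its counts in a sample lay in peaks shared with Sfxn5. The Emx1 peaks covered 20.8 kb in CTX and 7.31 kb in GE, and per covered kilobase the means were 7.23 and 6.26 CPM. Neurod6 was higher in CTX by a log2 fold of 4.17 (SE 0.45, adjusted p 0.00812), with 126 and 43.0 CPM in the 2 CTX samples, and per covered kilobase 9.17 CPM in CTX and 4.29 in GE over 8.635 and 1.61 kb. With peaks near start sites alone it was not called (adjusted p 0.0595). Eomes was higher by 1.18 (SE 0.25, adjusted p 0.0471), and leaving out CTX replicate 1, MGE replicate 1, MGE replicate 2, LGE replicate 1, CGE replicate 1 or CGE replicate 2 removed the call, with adjusted p values of 0.0734 to 0.224. It was not called with peaks near start sites alone (0.136), and per covered kilobase it had 7.71 CPM in CTX and 7.79 in GE over 11.4 and 6.05 kb, so the higher sum in CTX goes with a longer length called as peak. Neurod2 had 158 CPM in CTX replicate 1 but 16.9 in CTX replicate 2 and 16.2 ± 3.66 in GE, and was not called (2.58, adjusted p 0.0671). DESeq2 called it (adjusted p 0.0214). Without CTX replicate 2 it was called at 3.44 (adjusted p 0.00191), and without CTX replicate 1 its fold was 0.10 (adjusted p 0.944). Tbr1 was not called (0.46, adjusted p 0.403), and without CTX replicate 1 its fold was -0.07. Up to 100% of the Tbr1 counts in a sample lay in peaks shared with Psmd14. Per covered kilobase Neurod2 had 7.60 and 4.33 CPM in CTX and GE over 9.195 and 3.75 kb, and Tbr1 8.45 and 8.21 CPM over 13.5 and 11.4 kb.

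Genes of the list assigned to all eminences had lower means in CTX. Dlx1, on chromosome 2 at 71528113 to 71533981, had 50.5 ± 0.745 CPM (SD, n = 2) in CTX and 408 ± 90.2 (n = 6) in GE, a log2 fold of -2.89 (SE 0.16, edgeR adjusted p 0.00178). With peaks near start sites alone its adjusted p was 0.0857. Per covered kilobase Dlx1 had 6.34 CPM in CTX and 16.0 in GE, over 8.22 and 25.5 kb. Dlx2 shares peaks with Dlx1 and Metap1d, with identical counts for Dlx1 and Dlx2 in 4 GE samples, so their values are not independent. Dlx2 had -2.39 (SE 0.36, adjusted p 0.0171), and 0.0515 without CTX replicate 1. Dlx5, which shares peaks with Dlx6, had -2.10 (SE 0.55, adjusted p 0.0832), with LGE replicate 1 at 66.3 CPM between the CTX samples at 62.5 and 68.1. It was called by DESeq2 (0.00241), without LGE replicate 1 (0.00497) and without LGE replicate 2 (0.0125). Gad2, with up to 71.9% of its counts in peaks shared with Myo3a, had -1.68 (SE 0.12, adjusted p 0.00431). Gsx2 had -2.96 (SE 0.48, adjusted p 0.0208), which rose to 0.0560 without CGE replicate 2, 0.0759 without CTX replicate 1 and 0.0566 without MGE replicate 1. Per covered kilobase the CTX and GE means were 5.32 and 15.9 CPM for Dlx2 (over 11.9 and 22.1 kb), 4.62 and 11.2 for Dlx5 (14.1 and 28.7 kb), 4.36 and 7.35 for Gad2 (8.88 and 18.9 kb) and 3.02 and 10.2 for Gsx2 (3.07 and 7.85 kb).

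The genes listed for no region, Actb and Gapdh, had log2 folds of -0.11 (SE 0.16, adjusted p 0.785) and -0.04 (SE 0.15, adjusted p 0.917). Between 11.5% and 100% of the Gapdh counts per sample lay in peaks shared with Iffo1, so its values are not those of Gapdh alone. The sign for Gapdh turned without CTX replicate 1 (0.13) and without MGE replicate 1 (0.0046). Per covered kilobase Actb had 10.4 and 12.9 CPM in CTX and GE over 9.33 and 8.62 kb, and Gapdh 15.7 and 16.7 over 6.61 and 6.98 kb. The remaining calls of the list in this contrast were Nkx2-1, Lhx6 and Six3.

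**Figure D2:**
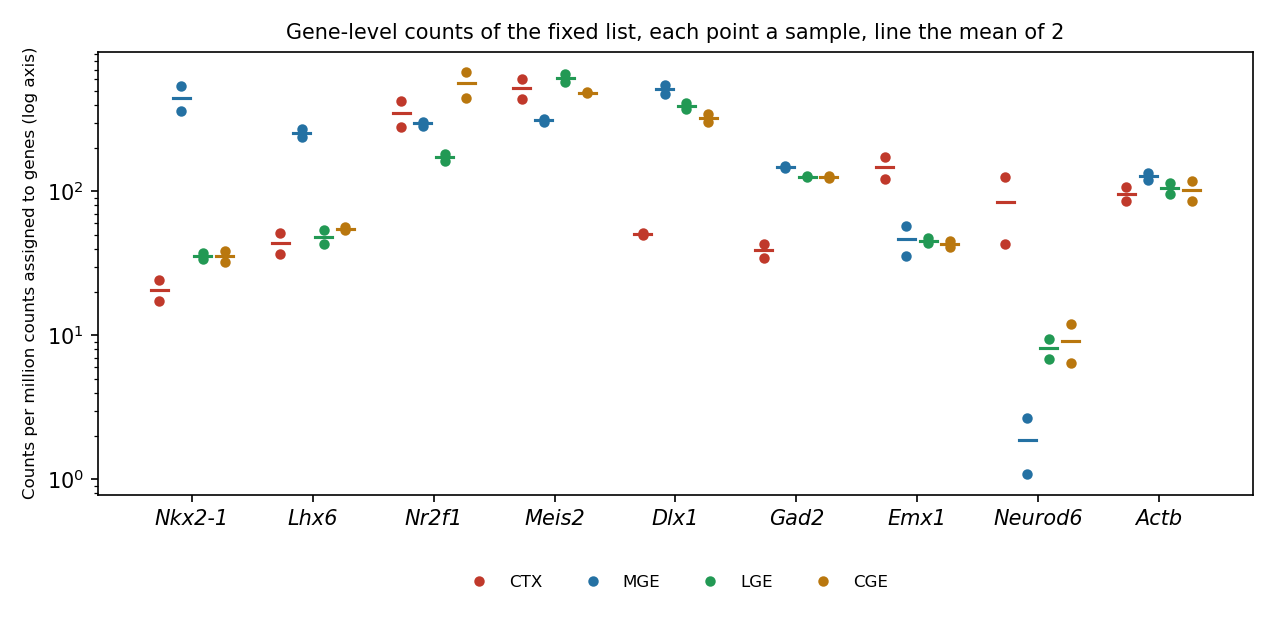
CPM of counts assigned to genes on a log axis for 9 genes of the fixed list, each point a sample coloured by region and each line the mean of 2 samples. Nkx2-1 reaches 534 and 361 CPM in the MGE samples and 17.2 to 38.7 CPM in the other 6, while Dlx1 lies at 49.98 and 51.03 CPM in CTX and at 302 to 549 CPM in GE.

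Among the eminences edgeR called 15 genes between MGE and LGE, 12 of them higher in MGE, 15 between MGE and CGE, 10 of them higher in MGE, and 0 between LGE and CGE. An unadjusted p under 0.05 was reached by 1041, 1145 and 345 genes, and DESeq2 called 471, 437 and 97. For MGE against LGE the count was 3 without LGE replicate 1, 4 without LGE replicate 2, 3 without MGE replicate 1, 47 without MGE replicate 2 and 27 without CTX replicate 1, while it stayed between 10 and 18 without CGE replicate 1, CGE replicate 2 or CTX replicate 2. For MGE against CGE it was 0 without CGE replicate 1, 2 without CGE replicate 2, 3 without MGE replicate 1 and 44 without MGE replicate 2, and 11 to 19 without the other 4 samples. For LGE against CGE it was 3 without CTX replicate 1, 2 without CTX replicate 2 and 2 without LGE replicate 2.

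Nkx2-1, on chromosome 12 at 56531958 to 56536908, was called in both MGE contrasts. It had 448 ± 123 CPM (SD, n = 2) in MGE, 35.4 ± 2.45 in LGE and 35.4 ± 4.56 in CGE. The log2 fold was 3.69 (SE 0.25, edgeR adjusted p 0.00605) against LGE and 3.67 (SE 0.25, adjusted p 0.00641) against CGE. Its peaks covered 22.9 kb in MGE and 5.88 kb in LGE, and per covered kilobase the means were 19.4 and 6.06 CPM, a log2 ratio of 1.68. In CGE they covered 6.23 kb at 5.70 CPM per kilobase. The call against LGE was lost without LGE replicate 1 (adjusted p 0.0579) and LGE replicate 2 (0.0525), and that against CGE without CGE replicate 1 (0.107) and CGE replicate 2 (0.0971), while the log2 folds stayed between 3.35 and 3.95. Lhx6 had 255 ± 21.2 CPM in MGE and 48.4 ± 8.13 in LGE, a log2 fold of 2.42 (SE 0.20, adjusted p 0.00997). The peaks counted for Lhx6, some shared with Morn5, covered 30.5 kb in MGE and 7.54 kb in LGE, with length outside the gene included. Per covered kilobase the means were 8.36 and 6.56 CPM. Its call was lost without LGE replicate 1 (0.140), LGE replicate 2 (0.0621) and MGE replicate 1 (0.0818).

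Cdh17 was lower in MGE by a log2 fold of -2.82 (SE 0.19, edgeR adjusted p 0.00605) against LGE and -2.67 (SE 0.19, adjusted p 0.00641) against CGE. It lost the call against LGE without MGE replicate 1 (0.0592), and that against CGE without MGE replicate 1 (0.0773) and CGE replicate 1 (0.0713). Its peaks covered 1.67 kb in MGE, 3.83 in LGE and 3.98 in CGE, at 4.43, 13.9 and 11.8 CPM per covered kilobase. Ccdc188, which shares peaks with Zdhhc8, was higher in MGE than in CGE by 3.49 (SE 0.36, adjusted p 0.0308), with 10.8 and 3.76 CPM per covered kilobase over 8.18 and 2.38 kb. With peaks near start sites alone it was not called (adjusted p 0.874). Without MGE replicate 1, CGE replicate 1 or CGE replicate 2 its adjusted p was 0.144, 0.246 and 0.162. Klk9, whose peaks are all shared with Klk8, was listed at 0 in both LGE samples against 5.20 ± 1.13 CPM (SD, n = 2) in MGE. Sohlh1 was listed at 0 in both MGE samples against 7.83 ± 2.74 CPM in LGE and 6.83 ± 2.44 in CGE. The adjusted p values of Klk9 and Sohlh1 were 0.0310, 0.0478 and 0.0490, and leaving out any GE sample other than MGE replicate 2 in the case of Klk9, or any GE sample in the case of Sohlh1, raised them to between 0.0645 and 0.280. Klk9 was also not called without CTX replicate 2 (0.0518).

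Of the fixed list, Nkx2-1 and Lhx6 were called over all genes in both MGE contrasts, and 0 of 23 were called between LGE and CGE, where 2 had an unadjusted p under 0.05. Adjusted over the list alone, 7 were called between MGE and LGE, 6 between MGE and CGE, and 2 between LGE and CGE. The 2 were Nr2f1 and Nr2f2, both lower in LGE in summed counts and with overlapping values per covered kilobase. Up to 100% of the Nr2f1 counts in a sample lay in peaks shared with Fam172a. In LGE replicates 1 and 2 and CGE replicates 1 and 2 Nr2f1 had 15.2, 11.4, 14.3 and 12.6 CPM per covered kilobase over 11977, 14088, 31199 and 53877 bp. Nr2f2 had 10.7, 8.001, 8.92 and 9.94 over 7808, 16071, 28852 and 49591 bp. Genes listed for LGE were not called between MGE and LGE over all genes: the log2 folds were -0.26 (edgeR adjusted p 0.904) for Ebf1, -0.05 (0.987) for Foxp1, 0.28 (0.929) for Isl1, -0.94 (0.349) for Meis2 and 0.33 (0.907) for Six3. The sign for Foxp1 turned with peaks near start sites (0.14) and without MGE replicate 1 (0.09). Between 32.7% and 50.3% of the Foxp1 counts per sample lay in peaks shared with Gm20696. DESeq2 called Meis2 (adjusted p 7.8e-04). Lhx8 had 0.85 (adjusted p 0.351) between MGE and LGE and was called by DESeq2 (3.6e-04). Between MGE and CGE, Nr2f1 had -0.92 (adjusted p 0.650; 0.0357 in DESeq2), Nr2f2 -0.68 (0.771) and Prox1 0.37 (0.748).

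Per covered kilobase the MGE and LGE means were 5.66 and 7.31 CPM for Ebf1 (over 42.7 and 41.5 kb), 6.65 and 7.79 for Foxp1 (65.5 and 59.8 kb) and 7.71 and 7.89 for Meis2 (40.8 and 80.7 kb). For Isl1 they were 7.12 and 9.10 (14.1 and 9.86 kb), for Six3 10.2 and 11.9 (25.04 and 17.5 kb) and for Lhx8 8.98 and 9.07 (14.9 and 8.06 kb), so for these 3 the sign turned from higher to lower in MGE. The MGE and CGE means were 10.1 and 13.4 CPM for Nr2f1 (29.5 and 42.5 kb), 8.54 and 9.43 for Nr2f2 (27.3 and 39.2 kb) and 7.53 and 6.95 for Prox1 (22.8 and 19.5 kb).

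Clustering of the nuclei asks which kinds of nuclei each region contains. The 39253 nuclei formed 10 clusters, numbered from 0. Clusters 0 and 3 were named progenitor-like, with cluster 3 holding most MGE nuclei of this class (3344 and 1293, against 175 and 79 in cluster 0) and cluster 0 most of those of LGE and CGE. Clusters 1 and 2 were named GABAergic-like, with cluster 1 holding most of those of MGE and cluster 2 most of those of LGE and CGE. Cluster 1 also held 240 and 271 nuclei of the CGE samples, against 1206 and 1242 in cluster 2, and 146 and 70 of the LGE samples. The GABAergic-like nuclei of CTX were in cluster 1. Clusters 4 and 5 were named glutamatergic-like and cluster 8 endothelial-like. Clusters 6, 7 and 9 stayed unnamed. Several marker genes, among them Dlx1, Gad2 and Emx1, themselves differ between CTX and GE, and different clusters hold a class in different regions, so shares of classes compare regions rather than like nuclei.

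Progenitor-like nuclei made up 45.5 ± 8.35% of nuclei in MGE (SD, n = 2), 56.3 ± 5.39% in LGE and 41.4 ± 0.977% in CGE, against 0.182 ± 0.0855% in CTX. The difference between CTX and GE was -47.5 percentage points, lower in 2 of 2 CTX samples than in every GE sample, with an exact two-sided p of 0.0357, the smallest that 28 choices can give. This difference rests on the naming rule, set after the shares had been seen, which leaves cluster 6 out of the class. Cluster 6 held 70.7% of CTX replicate 2, more than the progenitor-like share of any GE sample, and its counts over progenitor markers lay near those of the progenitor-like cluster 0, with Hes1 at 263 and 185 CPM, Hes5 at 265 and 296, Sox2 at 523 and 574 and Vim at 167 and 183. Other progenitor markers were lower in cluster 6, with Notch1 at 373 and 564 CPM and Ednrb at 27.9 and 63.8. At resolution 1 it was -20.9 points with an exact p of 0.25, because 20.9% of CTX replicate 1 then fell in a progenitor-like cluster that lay inside cluster 5 before, and 11.8% of LGE replicate 2 and 8.30% of CGE replicate 2 were progenitor-like. GABAergic-like nuclei made up 52.5 ± 7.30% in MGE, 31.0 ± 2.68% in LGE, 34.7 ± 1.86% in CGE and 2.36 ± 2.82% in CTX, a difference of -37.0 points between CTX and GE with an exact p of 0.0357. When either CTX sample was left out, no p under 0.143 was possible for any class. Between 2 eminences the smallest possible exact p is 0.333, so their shares were not tested.

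Glutamatergic-like nuclei made up 94.7% of CTX replicate 1 (Clopper-Pearson interval 93.9 to 95.3%) and 10.7% of CTX replicate 2 (9.81 to 11.5%), the former nearly all in cluster 5 and the latter in cluster 4. The share was 0.968 ± 1.04% in MGE (SD, n = 2), 11.6 ± 2.14% in LGE and 22.4 ± 3.84% in CGE. The difference between CTX and GE was 41.0 percentage points, with an exact p of 0.143. It rested on CTX replicate 1: without that sample it was -0.995 points, and without CTX replicate 2 it was 83.0. It also rested on the naming rule, which was set after the shares had been seen and leaves cluster 6 unnamed. Cluster 6 held 70.7% of CTX replicate 2, 0 of the 4108 nuclei of CTX replicate 1 and at most 0.897% of a GE sample, and with no minimum mean fold it was glutamatergic-like, for a difference of 76.2 points and an exact p of 0.0357. That name rests on 3 raised markers, Emx1 (log2 fold 1.26 over the other nuclei), Neurog2 (1.16) and Bhlhe22 (0.67), while Neurod2 (-1.13), Slc17a6 (-0.20), Tbr1 (-0.18) and Eomes (-0.09) were lower and the progenitor marker Hes1 was raised (0.82). Cluster 5 held 93.9% of CTX replicate 1 and drew 99.8% of its nuclei from it.

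**Figure D3:**
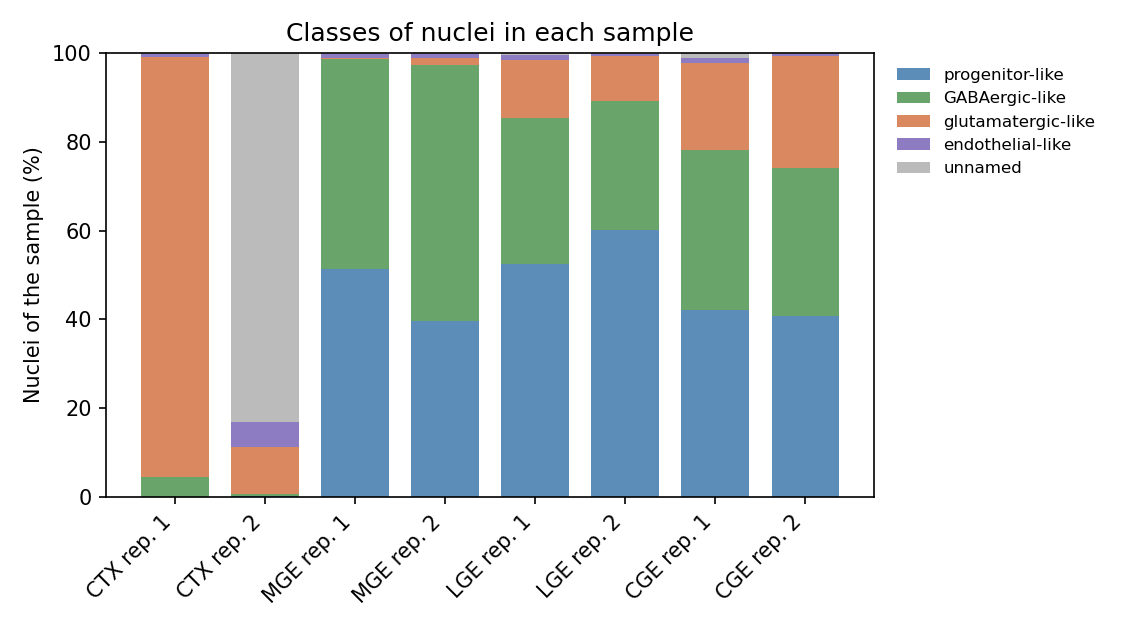
Stacked bars of the percentage of nuclei in each named class and in unnamed clusters, a bar per sample. Unnamed clusters hold 83.2% of CTX replicate 2 and 0.268% of CTX replicate 1, and progenitor-like and GABAergic-like nuclei together fill most of each GE bar.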

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

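Fits of the 6 GE samples alone, the GC offset, separate scaling near and far from start sites, and naming without a minimum mean fold were chosen after the results had been seen. The other alternatives were planned. Counts below are in the order CTX against GE, MGE against LGE, MGE against CGE and LGE against CGE, unless a contrast is named.

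DESeq2 called more than edgeR throughout: 15778, 5046, 4471 and 417 regions, 82, 8, 4 and 4 motifs, and 2595, 471, 437 and 97 genes. It shared 10158, 474 and 222 regions with the edgeR calls, and its share of regions higher in the first group was 60.7%, 48.7% and 39.3% against 63.8%, 29.7% and 15.3%. Both tools ran on the same counts, and which of them is closer to the truth was not tested. All 12 named regions and 29 of 34 named gene results kept their side of the threshold under DESeq2, while 5 genes and 5 motifs of the fixed lists were newly called.

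The covered-length offset gave 6260, 288 and 45 regions for the first 3 contrasts and 0 for LGE against CGE, where 5580 had an unadjusted p under 0.05. Of the named regions 4 kept their calls and 6 lost them. The other 2 reversed, the chromosome 14 region to -0.14 (adjusted p 0.991) and the chromosome 5 region to -0.57 (adjusted p 0.904) for MGE against LGE. The offset divides by the bp of each sample's own peaks, which were 3 to 6 bp in LGE, so the construction of the count shows the cause for these 2. Testing regions with a peak in at least 2 samples gave 10629, 423, 271 and 0 calls, of which 5294, 141 and 81 were among the original ones. The percentages higher became 61.7%, 15.4% and 4.06%, and the median log2 fold of all regions moved to 0.31 for CTX against GE. Of the 12 named regions 6 lost their calls there.

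Fitting the 6 GE samples alone gave 7269, 6421 and 2 regions for the 3 contrasts among the eminences, and 20, 19 and 2 genes. The 474 and 222 regions called in the model of all samples were all among the 7269 and 6421, and 45.6% and 37.9% were higher in MGE. Scaling regions near and far from a start site separately gave 9771, 181, 14 and 0 regions, and the 4 regions named for MGE against CGE lost their calls while the other 8 kept theirs. The GC offset gave 10785, 792, 323 and 0. Counting peaks within 1000 bp of a start site gave 162, 6, 8 and 1 genes, with 112, 2 and 4 of the original calls among the first 3 numbers, and 6 of 27 named gene results lost their calls. The causes of these changes were not tested, except that this window leaves fewer genes tested, 15804 in place of 17357.

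With the replicate number as a block edgeR called 9335, 9, 3 and 0 regions, 0 motifs in each contrast, and 599, 9, 8 and 0 genes. Of the named results, 8 of 12 regions, all of them between eminences, and 5 of 34 genes were not called in this fit. The block leaves fewer residual degrees of freedom. The number goes with the share of odd counts, so this is also a fit with those 2 sets of samples as a term. Same-numbered samples did not deviate together in every pair of regions, and the numbers are not taken as pairing: the deviations of same-numbered samples from their group means correlated at -0.04 to 0.32 over regions, -0.45 to 0.42 over motifs and 0.03 to 0.28 over genes.

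DESeq2's size factors in edgeR, nuclei with a count in place of counts, autosomes alone, and no filter on low counts for genes kept each count within 1.5 times, and no named feature changed its side of the threshold. The filter on low counts removed no region and no motif, so its absence tests nothing there. Motif counts of 0 by edgeR, with 126, 29, 12 and 57 motifs under an unadjusted 0.05, stayed at 0 with limma and total counts as library size, and those of the 3 contrasts among the eminences also with the 6 GE samples alone.

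Leaving out each sample in turn moved the counts of regions between 4274 (without CGE replicate 2) and 17986 (without CTX replicate 2) for CTX against GE, 0 (without any one of the 6 GE samples) and 7036 (without CTX replicate 1) for MGE against LGE, and 0 (without any one of the 6 GE samples) and 6186 (without CTX replicate 1) for MGE against CGE. For LGE against CGE edgeR called 0 in all 8 fits. The counts of genes ranged between 230 (without CGE replicate 2) and 1834 (without CTX replicate 2), 3 (without LGE replicate 1 or MGE replicate 1) and 47 (without MGE replicate 2), 0 (without CGE replicate 1) and 44 (without MGE replicate 2), and 0 and 3 (without CTX replicate 1). The counts of motifs ranged from 0 to 5 (without CTX replicate 2), 0 to 5 (without LGE replicate 2), 0 to 1 (without MGE replicate 2) and 0 to 6 (without LGE replicate 2). In a group left with a single sample, that sample is assumed to vary like the other groups.

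The difference in peak similarity kept its direction under every alternative: 0.0986 for the 50000 peaks with the most counts and 0.0750 for peaks overlapping by 50% of both, each with an exact p of 0.00952, and 0.0608 (without CGE replicate 2, exact p 0.0667) to 0.117 (without CTX replicate 2) when a sample was left out.

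The progenitor-like difference was -20.9 points at resolution 1, with an exact p of 0.25, and -49.2 to -45.1 points when a sample was left out. Each of these leave-one-out values keeps cluster 6, with 70.7% of CTX replicate 2, out of the class, so their narrow range says nothing about that choice, and no alternative with cluster 6 in the class was run. The GABAergic-like difference stayed between -39.1 and -33.4 when a sample was left out and was -36.8 at resolution 1. The glutamatergic-like difference ranged from -0.995 without CTX replicate 1 to 83.0 without CTX replicate 2, and it was 76.2 points with an exact p of 0.0357 when no minimum mean fold was asked of a class name. Using 20 components, and leaving out nuclei by depth (36768 kept) or by doublet score (37554 kept), changed no direction and no side of the threshold for the 3 classes. The last 2 kept the clusters as they were and did not cluster again.

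Of simulated 2-fold changes between MGE and LGE, 0% of regions, 32.0% of genes and 76.7% of motifs were recovered at the depth and number of samples of this study. No simulation was run for LGE against CGE. The 0 calls there in the model of all samples say little about 2-fold changes of regions, if recovery is alike. The fit of the 6 GE samples alone called 7269 regions for MGE against LGE and 2 for LGE against CGE.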

Other observations

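The tests of exchanged age labels, batches, proportions of nuclear types, the share of MGE-type nuclei, cortical tissue, doublets, the GE samples alone, start-site scaling and GC content were chosen after the results they concern had been seen.

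The 2 CTX libraries shared no main cluster. Cluster 5 held 93.9% of the library labelled E12.5, and cluster 6 held 70.7% of the library labelled E14.5. Of the neighbours of CTX nuclei that came from CTX, 0.204% were from the other library, against 6.36% to 11.6% in the GE pairs and 49.6% if the libraries were mixed. In counts over the 68274 regions, with 2 CPM added before the log, the CTX pair correlated at 0.844. Several technical explanations are argued against. Without clusters 7, 8 and 9 the correlation was 0.845, and in nuclei of 10000 to 20000 counts it was 0.830, where the GE pairs were at 0.952 or more. The GE pairs span the same batches, and their lowest correlation was 0.968, which argues against the batch as the whole cause. Different proportions of the same nuclear types stay open. For the progenitor-like sub-cluster of the library labelled E12.5, found at resolution 1, 0.00586% of CTX neighbours were from the other library, but that cluster was drawn from the same neighbours and all of its 858 nuclei came from this library, so the low value follows from how it was found.

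Age was examined with lists of 13 late and 10 early progenitor genes, written before their values were seen but after the clusters had raised the question. The library labelled E14.5, relative to the library labelled E12.5, had a late minus early difference in median log2 of -0.714, below all 10000 draws of random lists (-0.35 to 0.28 for their central 95%). Of the late genes 8 of 13 were lower and of the early genes 10 of 10 were higher in this difference. Over all peaks, rather than regions with a peak in all 8 samples, it was -0.905, with 10 of 13 late genes lower and 8 of 10 early genes higher. Between cluster 6 and the progenitor-like sub-cluster of the other library, a comparison picked after the first value was known, the difference was -0.873. There 10 of 13 late genes were lower and 6 of 10 early genes were higher. The sign is opposite to the one the labelled ages would give, and a candidate explanation is that the 2 age labels are exchanged. This is a hypothesis. These data hold 1 library per age and no age reference, so the labelled ages cannot be told apart from it by the -0.714. The LGE and CGE pairs, labelled with a single age, moved the same way by -0.27 and -0.30, and the MGE pair by 0.05, so a batch or staging difference may contribute. The LGE value also lay below the central 95% of its random lists (-0.21 to 0.13). Those of CGE (-0.31 to 0.18) and MGE (-0.26 to 0.22) held their values. Random lists thus do not cover differences between libraries of a single labelled age. A different part of the cortex in each dissection also stays open, beyond the tissue of clusters 7, 8 and 9 that the correlation of 0.845 argues against as the whole cause.

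MGE-type GABAergic nuclei, those of cluster 1, made up 0.364% of the CTX library labelled E14.5 and 4.36% of the CTX library labelled E12.5. More migrated nuclei in the older library would give the opposite order under the labelled ages. With 1 library per age, dissection and age cannot be told apart here, and age itself stays untested.

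Glutamatergic-like nuclei of cluster 4 made up 10.1% to 25.1% of the LGE and CGE libraries. Cortical tissue in those dissections would bring the 2 main CTX clusters at a higher share, but clusters 5 and 6 together held at most 0.972% of an LGE or CGE library. Doublets are argued against too, since 1.21% of cluster 4 nuclei were among the top 5% of doublet scores, where 5% is the share by chance. Whether they are of the type that cluster 4 holds in the cortex stays open: their pallial genes had a median log2 ratio of -0.65 to cluster 4 of CTX replicate 2, yet of 0.79 to clusters 0 to 3 of their own libraries, and CTX replicate 1 itself was at -0.37. These 2 types cannot be told apart with a single CTX library as the reference. A regional difference in the nuclei present stays open as untested.

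The share of odd counts parted the replicate 1 from the replicate 2 samples. Within nuclei of 10000 to 20000 counts and peaks of 400 to 700 bp, the lowest replicate 1 sample had 24.4% and the highest replicate 2 sample 16.8%, which argues against peak width and depth. A difference in library preparation, sequencing or counting between the 2 sets stays open, and no biological explanation was tested. The regions are balanced over the 2 sets.

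Few regions were called between the eminences in the model of all samples. A candidate explanation is the spread between the CTX libraries, which enters the shared estimate: the common dispersion was 0.129 with all samples and 0.0651 in the 6 GE samples alone, where 7269 regions were called between MGE and LGE. The 474 regions called between MGE and LGE are not explained by different shares of progenitor-like and GABAergic-like nuclei alone. Signed by the call, their median log2 ratio was 1.68 within progenitor-like and 1.30 within GABAergic-like nuclei, and 1.85 and 1.18 for the 222 regions of MGE against CGE. Types of nuclei finer than these classes, and peak boundaries, stay open beside a difference between regions, which is untested here.

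For CTX against GE, a different share of counts near start sites is argued against as the whole cause by 9771 calls with separate scaling, 9350 of them among the original 10160. GC content is argued against in the same way by 10785 calls with an offset, 9784 of them among the original ones. Region, age within CTX, the composition of nuclei and the length called as peak stay open for these regions, with 6260 calls under the covered-length offset. A shared spread that is too small for CTX stays open as well for the number of calls.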
